A study of Saccharomyces cerevisiae with 39 samples.

How the data were processed

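RNA was sequenced from 39 cultures of budding yeast, in 13 groups of 3 libraries. Per the labels, each strain lacked the chromosomal copy of an RNA exosome gene and carried a low-copy LEU2 plasmid with the wild-type gene (5 control groups) or an altered gene (7 missense groups); the rrp6Δ group carried the plasmid without the gene. Cells were grown at 37 °C for 5 h in 10 mL of minimal medium lacking leucine, and total RNA was depleted of rRNA before library preparation. The labels give no batch and do not pair libraries between groups.

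The deposited per-library files hold raw counts of reads per feature, 8898 features in each, as whole numbers. The aligner, the genome build, the annotation, the counting program, the strand setting and the handling of reads that fit several places are not recorded, so no coordinates are given, and reads of overlapping features, antisense transcripts and close paralogs may be shared or left out in ways that cannot be traced. In all 39 libraries 703 features were listed at 0, of which 255 were among the 6007 protein-coding ones, so a 0 in these files is not evidence that a gene was silent. Of the features, 6048 were matched to the reference annotation by locus tag and 114 by symbol, 1772 carried the name of a cryptic unstable transcript (CUT, 925) or a stable unannotated transcript (SUT, 847), and 964 were known by the identifier in the files only. The 8 deposited comparison tables hold log2 fold changes with their standard errors and, per the file headers, p-values and adjusted p-values; the authors named them after DESeq, and the version, any shrinkage and the filter are not stated. These tables were used for description only, and every other result was computed from the counts.

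Each comparison used its own 6 libraries in R 4.3.3 with edgeR 4.0.16. Features were kept by the default expression filter, library sizes were scaled by TMM factors, and a robust quasi-likelihood F test was made for each feature, two-sided, with no covariate. A feature was called changed at a Benjamini-Hochberg adjusted p under 0.05. The 8 mutants were each compared with the control of their own family, and alleles of the same gene were compared directly in 4 further comparisons. The word feature includes protein-coding genes and every RNA class of the files. Values of single genes are CPM (counts scaled to a common library total), adjusted by the TMM factors of the comparison unless library totals are named, as mean ± SD of 3 libraries. A standard error of a log2 fold change is given as SE.

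Gene sets (11 sets in 8 comparisons) were tested with camera of limma 3.58.1 on log2 CPM with a prior count of 2 and a preset inter-gene correlation of 0.01, two-sided, adjusted over the 88 tests. The ribosomal protein set of each missense mutant was also compared with that of rrp6Δ by an interaction contrast over 12 libraries, adjusted over 7 contrasts. Correlations of fold changes were taken across the 7340 features tested in all 8 mutant-control comparisons, for 28 pairs of mutants. Features are not independent replicates, so these have no p-value. For the 4 pairs that share control libraries, 20 simulations of unchanged groups gave the correlation that the shared control produces alone. Features called in the same direction in at least 4 comparisons were counted beside 10000 permutations of the calls among features.

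Single genes were named by rule: in each mutant-control comparison the 2 largest rises and 2 largest falls among features called changed, with a mean CPM of at least 10 and no overlap between the groups, leaving out the family's own gene and marker genes; in each comparison of alleles the largest rise and fall; the 5 features called in the same direction in the most comparisons; the genes named by the genotypes; and 8 transcripts picked from general knowledge of exosome and Nrd1-linked RNAs. A group difference without overlap arises by chance in 10% of features for 3 libraries against 3. This rule, the comparisons, the tests, the gene sets and most alternatives were fixed before the data were examined. The set of cryptic and stable transcripts was narrowed to names of the CUT and SUT catalogue after its pattern was seen to include the protein-coding genes SUT1, SUT2, NUT1 and NUT2.

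The procedure was tested on simulated data with 200 changed genes among 7508, where edgeR recovered 199 and made 14 false calls and DESeq2 1.42.0 recovered 200 and made 11; with no gene changed the numbers of calls were 0 and 1. A simulated shift of -0.30 (log2) in the ribosomal protein set was recovered as -0.299 by camera with an adjusted p of 5.06e-101, and no other set was called. The same simulated set gave p-values of 1.12e-07 by the rotation test fry and 4.82e-06 by camera with an estimated correlation. The simulated genes were drawn independently of each other. These p-values therefore do not show how the set tests behave when the genes of a set vary together. Libraries of the same group were also checked for duplicates by a chi-square comparison of counts, which gave 4.38 to 32.6 per degree of freedom, and none was found. Correlations between same-numbered libraries of both groups, after removing group means, ran from -0.327 to 0.204, and in 0 of 12 comparisons did each of them exceed 0.1. Pairing by replicate number was therefore not shown, but so few libraries cannot exclude it.

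The alternatives were DESeq2, RLE factors, no expression filter, a single fit of all 39 libraries, the replicate number as a block, a 2-fold threshold, leaving out structural RNA genes, leaving out each library in turn, fry, and camera with an estimated correlation. Scaling by library totals, and DESeq2 fitted to all libraries of a strain family, were added after the data had been seen. Counting error is small at the depths of these libraries for the genes named here; intervals for it are not given, because the chi-square values show more spread between the 3 cultures than counting alone gives. Nothing was measured against a spike-in, so changes are relative to the other transcripts of the same library.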

Results

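The series holds RNA-seq counts from 13 groups of yeast strains, 3 libraries each, grown at 37 °C. The 5 control groups carry wild-type RRP4, RRP40, RRP45, RRP46 or RRP6 on a plasmid. The 7 missense groups carry a missense allele (rrp4-G226D, rrp45-I15P, rrp40-W195R or rrp40-S87A, and rrp46-L191H, rrp46-L127T or rrp46-Q86I), and the last group, rrp6Δ, lacks the nuclear exosome nuclease Rrp6. The RNA exosome is the complex that processes and degrades many RNAs from their 3′ ends. The series title says that the alleles model disease-linked mutations and that the study compared their consequences, with translation named. Library totals ran from 17244127 to 53642418 counts with a median of 35937895, and 7967 to 8146 of the 8898 features had at least 1 count in a library. Reads of rRNA genes made up 2.50% to 4.53% of a library, and the 10 most abundant features 9.61% to 15.3%. The first principal component of log2 CPM held 51.0% of the variance and the next 16.2%.

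The gene each family was built on was examined in every library before any other gene. In CPM by library totals, RRP4 stood at 368 ± 17.2 in its control and 719 ± 17.5 in rrp4-G226D (SD, n = 3 here and below). RRP40 was 198 ± 20.7 in its control, 197 ± 13.3 in rrp40-S87A and 347 ± 31.4 in rrp40-W195R. RRP45 was 348 ± 36.7 in its control and 339 ± 52.4 in rrp45-I15P. RRP46 was 506 ± 22.3 in its control, 86.7 ± 10.6 in rrp46-Q86I, 421 ± 22.7 in rrp46-L127T and 945 ± 33.6 in rrp46-L191H, while the 27 libraries of the other families held 32.9 to 56.4. RRP6 was 686 ± 89.1 in its control and 5.59 ± 0.678 in rrp6Δ. With TMM factors the log2 fold changes were 0.63 (SE 0.0399, adjusted p 3.4e-11) for RRP4 in rrp4-G226D, 0.48 (SE 0.0898, adjusted p 0.00167) for RRP40 in rrp40-W195R and -7.56 (SE 0.146, adjusted p 2.38e-10) for RRP6 in rrp6Δ. RRP46 changed by -2.51 in rrp46-Q86I (SE 0.0936, adjusted p 3.98e-06), by -0.25 in rrp46-L127T (SE 0.063, adjusted p 0.0466) and by 0.73 in rrp46-L191H (SE 0.0539, adjusted p 1.56e-07). The call for rrp46-L127T was lost without replicate 2 of both groups (adjusted p 0.245) and without replicate 3 (adjusted p 0.205). RRP40 in rrp40-S87A (-0.07, adjusted p 0.58) and RRP45 in rrp45-I15P (-0.0027, adjusted p 0.998) were not called, and both estimates changed sign when 1 replicate number was left out, RRP40 to 0.04 without replicate 2 and RRP45 to 0.10 without replicate 1 and 0.09 without replicate 2.

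**Figure D1:**
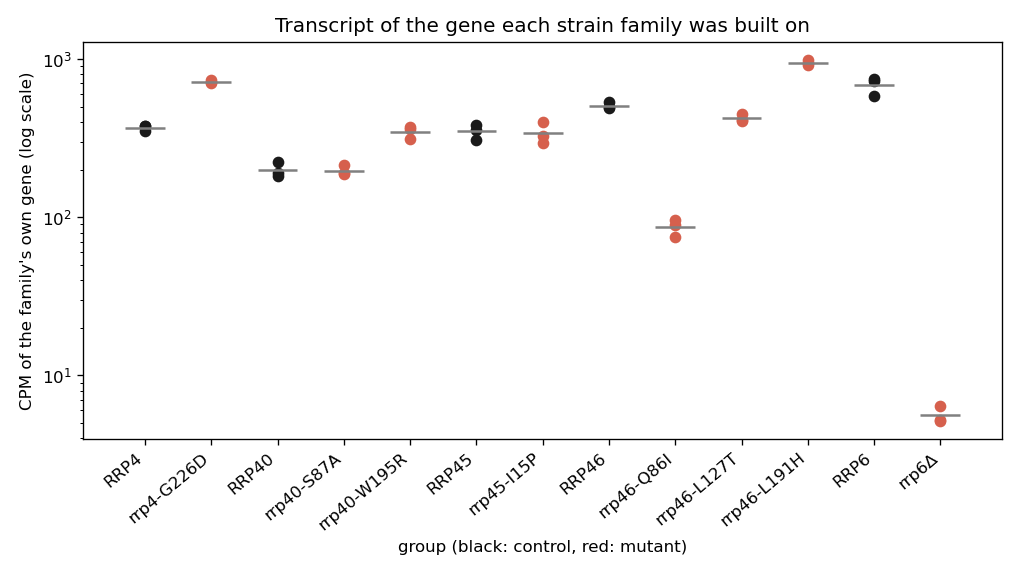
Counts of the family's own gene in each of the 39 libraries (points; CPM by library totals on a log axis) with the group mean (line), controls in black and mutants in red. The rrp46-Q86I libraries hold 75.1 to 95.8 CPM of RRP46 against 489 to 531 in the RRP46 control.

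Marker genes were set beside the genotypes of the labels. Group means of STE2, which MATa cells express, were 325 to 580 CPM in the RRP40 and RRP6 families and 6.65 to 18.2 CPM in the RRP4, RRP45 and RRP46 families, and STE3, which MATα cells express, ran the other way, with 103.8 to 312 CPM in the latter families and 6.43 to 20.3 CPM in the former. These follow the mating types in the genotype labels, although another label calls every strain BY4741. LYS2 reached at most 0.0799 CPM in any library of the RRP4 and RRP46 families, labelled lys2Δ, against group means of 307 to 504 CPM elsewhere. MET17 was at most 0.0985 CPM in the RRP6 family, labelled met15Δ, and 50.3 to 151 CPM as group means elsewhere. URA3 did not exceed 0.112 CPM in any library. HIS3 was listed at 0 counts in all 39 libraries, which at the lowest total allows up to 0.174 CPM, but 255 protein-coding features, among them the essential genes RPB11 and SMX3, were also listed at 0 throughout.

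To ask what each allele changed, each mutant was compared with the control of its own family. In rrp6Δ, 6536 of 7828 tested features changed (adjusted p under 0.05), 3338 higher and 3198 lower. In rrp4-G226D, 5541 of 7703 changed, 2778 higher and 2763 lower. In rrp46-L191H the number was 4714 of 7550, with 2370 higher and 2344 lower, and in rrp40-W195R it was 3938 of 7498, with 1951 higher and 1987 lower. In rrp40-S87A, 1144 of 7385 features changed, 568 higher and 576 lower. This fell to 469 without replicate 2 of the RRP40 control and to 573 without replicate 3 of rrp40-S87A. In rrp46-L127T, 393 of 7494 changed, 197 higher and 196 lower; the count depended on single libraries and ran from 66 without replicate 2 of the RRP46 control to 775 without replicate 1 of the mutant. In rrp46-Q86I, 39 of 7570 changed, 31 higher and 8 lower, with 11 without its own replicate 3 and 73 without replicate 3 of the control. In rrp45-I15P, 2 of 7520 changed, SUT106 and 15S_rRNA, both higher; the count was 1 without its replicate 3 and 31 without its replicate 1, and 735 features had an unadjusted p under 0.05. As a ratio, the threshold on size moved these counts most in the mutants other than rrp45-I15P. In number of features, DESeq2 moved rrp46-Q86I further (to 142) and the joint fit moved rrp46-L127T further (to 1061). In rrp45-I15P the replicate number as a block gave the largest count (68) and DESeq2 gave 50. With a change of at least 2-fold added, 1898 features remained in rrp6Δ, 685 in rrp4-G226D, 481 in rrp46-L191H, 320 in rrp40-W195R, 14 each in rrp40-S87A and rrp46-L127T, 3 in rrp46-Q86I and 0 in rrp45-I15P. The 3 in rrp46-Q86I were RRP46 itself, SUT288 and CUT19 (1.10), the last named after its value was seen. A joint fit of all 39 libraries called 1061 features in rrp46-L127T, 82 in rrp46-Q86I and 0 in rrp45-I15P.

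**Figure D2:**
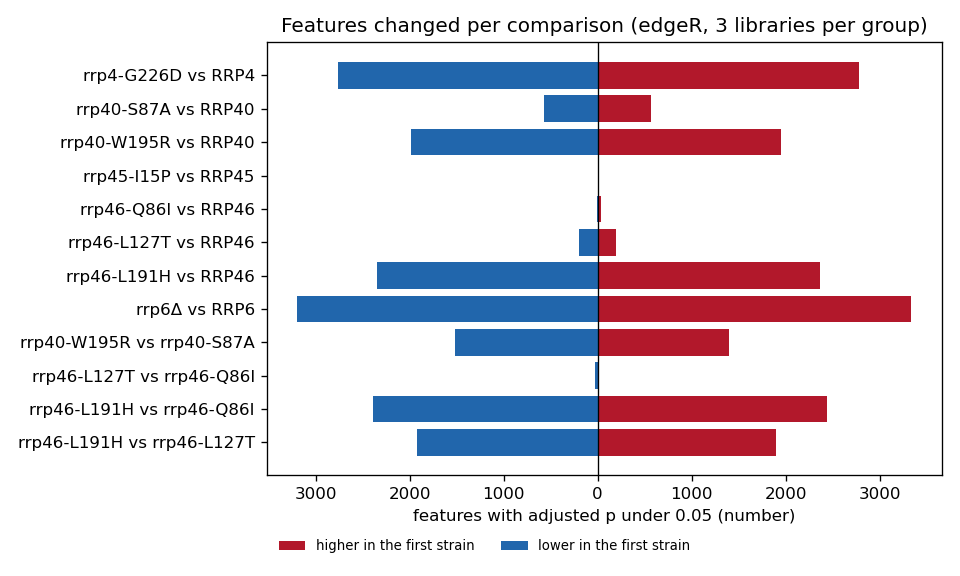
Number of features changed in each comparison (adjusted p under 0.05), higher to the right and lower to the left of 0. The comparisons run from 2 features in rrp45-I15P to 6536 in rrp6Δ; under TMM factors 48.0% to 51.1% of changed features were higher except in rrp45-I15P (2 of 2), rrp46-Q86I (31 of 39) and rrp46-L127T against rrp46-Q86I (14 of 45), and library totals raised the share to 83.7% in rrp6Δ.

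The balance of directions depended on scaling. With library totals in place of TMM factors the median log2 fold change of all features rose by 0.60 in rrp6Δ, by 0.33 in rrp4-G226D, by 0.33 in rrp40-W195R and by 0.17 in rrp46-L191H, and moved by no more than 0.06 in size in the other 4 mutants. The share of changed features that were higher went from 51.1% to 83.7% in rrp6Δ, from 50.1% to 84.7% in rrp4-G226D, from 49.5% to 89.0% in rrp40-W195R, from 50.3% to 73.8% in rrp46-L191H and from 49.7% to 75.2% in rrp40-S87A. It fell from 79.5% to 46.9% in rrp46-Q86I and from 50.1% to 36.9% in rrp46-L127T. Directions below are those under TMM factors, that is, relative to the bulk of features in the same comparison.

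Single features with the largest changes showed the following. In rrp6Δ, CUT347 rose from 11.7 ± 0.855 to 80.6 ± 3.11 CPM (log2 fold change 2.80, adjusted p 1.23e-14) and snR80 from 36.9 ± 3.79 to 236 ± 49.8 CPM, while snR86 fell from 3420 ± 292 to 432 ± 9.14 CPM and URA1 from 763 ± 58.6 to 131 ± 7.09 CPM. In rrp4-G226D, DDR2 rose from 18.2 to 77.9 ± 4.82 CPM (2.11, adjusted p 3.33e-16) and SUT276 by 2.04, while the rRNA precursor feature RDN37-1 changed by -2.07 and SSA1 by -1.92 (2927 ± 143 to 772 ± 17.7 CPM). Counts of RDN37-1 may also follow the depletion of rRNA before library preparation. In rrp46-L191H, HSP30 rose by 2.65 and CBT1 by 2.13, while BIO3 changed by -2.77 and BIO4 by -2.58. In rrp40-W195R, snR6 rose by 1.92 (SE 0.272, adjusted p 0.00272) and CIP1 by 1.59, while ADE17 changed by -2.97 and RCK1 by -2.42; without replicate 3 snR6 was not called (adjusted p 0.0787), and without replicate 2 neither CIP1 (adjusted p 0.134) nor RCK1 (adjusted p 0.0513) was. In the other RRP40 allele, rrp40-S87A, snR6 rose by 1.00 and YOR338W by 0.93, while INO1 changed by -1.48 and SER3 by -1.46; INO1 was not called without replicate 1 (adjusted p 0.126) or 3 (adjusted p 0.153), nor SER3 without replicate 2 (adjusted p 0.184).

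Fewer features stood out in the remaining mutants. In rrp46-L127T, HSP30 rose by 1.88 and AQR1 by 0.96, while OM45 changed by -0.70 and YER121W by -0.60; none of these 4 was called without replicate 2, where their adjusted p-values were 0.306, 0.102, 0.231 and 0.296. In rrp46-Q86I, SUT288, a stable unannotated transcript, fell from 55.7 ± 9.1 to 4.26 ± 0.677 CPM (-3.71, adjusted p 0.000668) and YLR154W-E changed by -0.35, while FET3 rose by 0.59 (adjusted p 8.77e-06) and TPO2 by 0.60. YLR154W-E was not called without replicate 1 (adjusted p 0.112) or 3 (adjusted p 0.148), and TPO2 was not called without replicate 2 (adjusted p 0.126) or under library totals (adjusted p 0.0616). In rrp45-I15P, SUT106 rose from 23.3 ± 0.525 to 35 ± 3.28 CPM and 15S_rRNA from 3571 ± 123 to 4830 ± 267 CPM. Neither was called without replicate 3 (adjusted p 0.0887 and 0.315) or in the joint fit (adjusted p 0.474 and 0.702). Because rRNA was depleted before library preparation, the counts of 15S_rRNA may also follow the depletion. All rRNA genes made up 4.24 ± 0.27% of reads in rrp45-I15P and 3.60 ± 0.22% in its control. The plasmid marker LEU2 changed by -1.32 in rrp6Δ, by -0.82 in rrp4-G226D, by 0.72 in rrp46-L191H and by -0.24 in rrp40-W195R (adjusted p 0.0439, sign reversed to 0.09 under library totals, not called without replicate 1, adjusted p 0.169, or 2, adjusted p 0.0863), and was not called in the other 4 mutants.

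Alleles of the same gene were compared directly, to ask whether they differ from each other. Between rrp40-W195R and rrp40-S87A 2911 of 7509 features differed, 1397 higher and 1514 lower in rrp40-W195R; with library totals the count was 4750, 90.7% of them higher, after a shift of 0.26 in the median. CUT347 was higher by 1.63 and ADE17 differed by -2.02 there, and ADE17 was not called without replicate 2 (adjusted p 0.0857). Between rrp46-L191H and rrp46-Q86I 4839 of 7518 differed, 2446 higher and 2393 lower in rrp46-L191H, and between rrp46-L191H and rrp46-L127T 3811 of 7402 differed, 1893 higher and 1918 lower. Library totals shifted the medians of these comparisons by 0.21 and 0.20 and the higher share from 50.6% to 78.6% and from 49.7% to 82.4%. BIO3 was lower in rrp46-L191H in both, with log2 fold changes of -2.76 and -2.84, and the largest rises were SUT288 over rrp46-Q86I (4.34) and YKL102C over rrp46-L127T (2.28). Between rrp46-L127T and rrp46-Q86I 45 of 7447 differed, 14 higher and 31 lower in rrp46-L127T, led by SUT288 (3.22) and SRL3 (-0.49), neither of which was called without replicate 2 (adjusted p 0.11 and 0.0698). That count ran from 5 without replicate 3 of rrp46-Q86I to 585 without replicate 1 of rrp46-L127T.

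Ribosomal protein genes were tested as a set of 138, since the title names translation. Their median log2 fold change was -1.22 in rrp6Δ (camera adjusted p 1.15e-22), -0.61 in rrp40-W195R (9.06e-25), -0.58 in rrp4-G226D (1.59e-22), -0.42 in rrp46-L191H (2.59e-18), -0.11 in rrp40-S87A (2.68e-10) and -0.03 in rrp45-I15P (0.00143). The median was 0.09 in rrp46-Q86I (4.25e-15) and 0.13 in rrp46-L127T (9.92e-15). Of the 138 genes, 134 were lower in rrp6Δ, 128 in rrp4-G226D, 128 in rrp40-W195R, 125 in rrp46-L191H, 32 in rrp40-S87A and 0 in rrp45-I15P by their own tests, while 12 were higher in rrp46-L127T and 0 in rrp46-Q86I. Estimating the correlation between genes moved these results most: no adjusted p was then under 0.05, and they lay from 0.368 in rrp4-G226D to 0.605 in rrp45-I15P. Under the rotation test fry the set was past the threshold in the same mutants except rrp45-I15P (adjusted p 0.502), where leaving out replicate 1 of the mutant also lost the camera call (adjusted p 0.273), as did leaving out replicate 2 of the control (adjusted p 0.101). Library totals brought the largest falls nearer to 0, with medians of -0.61 in rrp6Δ, -0.28 in rrp40-W195R and -0.25 in both rrp4-G226D and rrp46-L191H. This was not so in rrp45-I15P, where library totals shifted the median of all features by -0.04, away from 0 for this set. No median of this set changed sign. Tested as a difference between mutants, the set lay higher in each missense mutant than in rrp6Δ, each relative to its own control, by 0.60 in rrp4-G226D and rrp40-W195R, 0.80 in rrp46-L191H, 1.05 in rrp40-S87A, 1.19 in rrp45-I15P, 1.32 in rrp46-Q86I and 1.35 in rrp46-L127T (largest adjusted p 1.2e-17). Library totals made these differences smaller, at 0.35 in rrp4-G226D, 0.34 in rrp40-W195R, 0.37 in rrp46-L191H, 0.53 in rrp40-S87A, 0.55 in rrp45-I15P, 0.66 in rrp46-Q86I and 0.72 in rrp46-L127T. With an estimated correlation the adjusted p-values were 0.0763 to 0.124.

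Among all 88 set tests camera called 58, of which 27 were higher and 31 lower; 40 of the 58 were also past the threshold under fry and 0 with an estimated correlation, including the calls named next. Cryptic and stable unannotated transcripts were higher in rrp6Δ (median 0.98, 1127 of 1361 called higher, adjusted p 1.78e-26), in rrp4-G226D (0.63, 940 of 1324, adjusted p 5.91e-24), in rrp40-W195R (0.37, 499 of 1252, adjusted p 4.66e-11) and in rrp46-L191H (0.27, 545 of 1268, adjusted p 1.11e-06), and library totals kept these directions. They were lower in rrp46-Q86I (-0.13, adjusted p 4.49e-11; not called under fry, adjusted p 0.198), where 1 feature was called higher and 3 lower by their own tests. Because the strand setting is not stated, counts of such transcripts may include reads of the genes they overlap. Ribosome biogenesis genes (145) had a median of -0.57 in rrp6Δ and -0.29 in rrp4-G226D but 0.42 in rrp46-L191H, 0.20 in rrp40-W195R and 0.16 in both rrp40-S87A and rrp46-L127T, and camera also called them in rrp46-Q86I (0.05) and rrp45-I15P (-0.05). The calls in rrp46-L127T, rrp46-Q86I and rrp45-I15P were not made under fry (adjusted p 0.0789, 0.323 and 0.224). With library totals the medians of rrp6Δ and rrp4-G226D became 0.03 and 0.04, so that the fall was relative to the bulk of features only. Amino acid biosynthesis genes were lower in rrp6Δ (-0.70), rrp4-G226D (-0.50), rrp40-W195R (-0.50) and rrp46-L191H (-0.30), with library totals also. Camera further called them lower in rrp40-S87A (-0.12) but higher in rrp46-Q86I (0.07) and rrp46-L127T (0.06). The latter calls in rrp46-Q86I and rrp46-L127T were not made under fry (adjusted p 0.167 and 0.259). Genes of tRNA had medians of 0.60 in rrp40-W195R and -0.42 in rrp46-L191H; the former was not called with library totals (adjusted p 0.153). Camera called tRNA genes in rrp46-L127T (-0.31) and rrp45-I15P (0.03) as well, but fry did not (adjusted p 0.334 and 0.103). Differences between mutants in these sets were not tested.

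**Figure D3:**
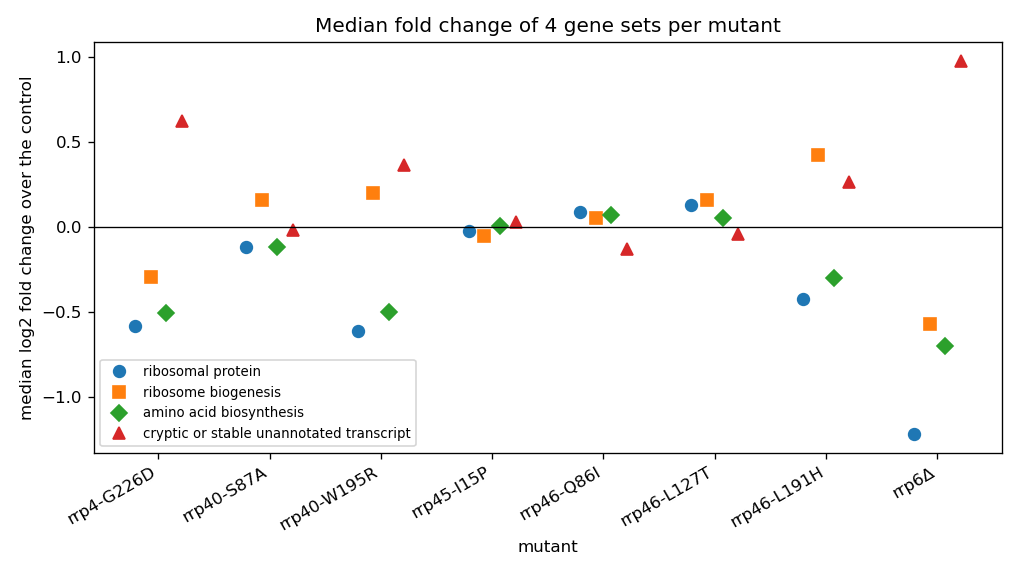
Median log2 fold change (TMM factors) of 4 gene sets in each mutant relative to its control. Ribosomal protein genes lie lowest in rrp6Δ (-1.22) and cryptic or stable unannotated transcripts highest there (0.98); ribosome biogenesis genes are below 0 in rrp6Δ and rrp4-G226D, near 0 with library totals, and above 0 in rrp46-L191H.

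To ask which changes recur, calls were compared across the 8 mutants. In the same direction in at least 4 comparisons 2069 features were called, 942 higher and 1127 lower; 12 were called in 6 comparisons and 0 in 7. Asking for at least 3 comparisons gave 3925 and at least 5 gave 309. Among the 7340 features tested throughout, 2062 were called in at least 4, against a mean of 360 (range 293 to 439) in 10000 permutations of the calls (permutation p 1e-04, the smallest they can give). The permutations leave out the correlation that shared controls produce. They also treat features as exchangeable, although features vary together and differ in how readily they are called. The p-value therefore holds against that simple null only. In 1951 features the call was higher in one mutant and lower in another. Of the features called in 6 comparisons, OM14, PBI2, ARG4 and MIC60 were lower and YNL034W higher in the mutants other than rrp45-I15P and rrp46-Q86I, where they were not called. ARG4 changed by -1.57 in rrp40-W195R, -1.40 in rrp46-L191H, -1.22 in rrp4-G226D and -0.34 in rrp46-L127T, and YNL034W by 1.54 in rrp46-L191H, 1.37 in rrp4-G226D and 0.27 in rrp46-L127T. In rrp6Δ ARG4 (-0.45) and MIC60 (-0.37) reversed to 0.16 and 0.23 with library totals. None of these 5 features was called in rrp46-L127T without replicate 2, with adjusted p-values from 0.102 for OM14 to 0.22 for YNL034W. Without replicate 3, PBI2 (adjusted p 0.0871), MIC60 (0.0894) and YNL034W (0.0894) were not called there either. In rrp40-S87A the same held without replicate 2 for ARG4 (adjusted p 0.192), YNL034W (0.114), MIC60 (0.0933) and PBI2 (0.0922), without replicate 1 for ARG4 (0.132) and without replicate 3 for PBI2 (0.132) and YNL034W (0.092). Under library totals OM14 was not called in rrp4-G226D (-0.04) or rrp6Δ (-0.14), nor MIC60 in rrp4-G226D (-0.01).

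Fold changes were correlated across 7340 features (Pearson's r; features are not independent replicates) for 28 pairs of mutants. Over the 24 pairs without a shared control the median r was 0.03, with a range from -0.35 to 0.87. The median was -0.0069 without replicate 2. The pair rrp4-G226D and rrp6Δ gave 0.87 (Spearman 0.88), and of 5038 features called in both 96.3% went the same way. The pair rrp4-G226D and rrp40-W195R gave 0.64, rrp40-W195R and rrp6Δ 0.61, rrp40-W195R and rrp46-L191H 0.57, rrp4-G226D and rrp46-L191H 0.55, and rrp46-L191H and rrp6Δ 0.39. DESeq2 fold changes brought 5 of these pairs nearer to 0, with 0.80 for rrp4-G226D and rrp6Δ, 0.52 for rrp4-G226D and rrp40-W195R, 0.53 for rrp40-W195R and rrp6Δ, 0.31 for rrp40-W195R and rrp46-L191H and 0.29 for rrp46-L191H and rrp6Δ, and edgeR without its filter gave 0.79, 0.50, 0.52, 0.305 and 0.29; for rrp4-G226D and rrp46-L191H these alternatives were not run. For rrp46-Q86I the correlation was -0.35 with rrp6Δ (-0.235 with DESeq2, -0.23 without the filter) and -0.26 with rrp4-G226D. Pairs that share a control gave 0.55 for the RRP40 alleles against a simulated 0.524 (0.499 to 0.548), 0.49 for rrp46-Q86I and rrp46-L127T against 0.445 (0.401 to 0.474), and 0.48 for rrp46-L127T and rrp46-L191H against 0.427 (0.391 to 0.459). These 3 values lay above the simulated ranges, but not in each fit that left out 1 replicate number: they ran from 0.503 (without replicate 2) to 0.579 (without replicate 1), from 0.408 (without replicate 1) to 0.519 (without replicate 3) and from 0.40 (without replicate 3) to 0.48 (without replicate 2). Features called in both members numbered 951 (96.3% in the same direction), 24 (100%) and 339 (91.2%), against at most 1 in a simulation. The simulated groups were unchanged, so they give the part of a shared control alone and not what is expected of groups with many changed features, such as rrp40-W195R (3938) and rrp46-L191H (4714). For rrp46-Q86I and rrp46-L191H the observed 0.14 lay below the simulated 0.47 (0.445 to 0.514). With DESeq2 the RRP40 alleles gave 0.456 and rrp46-Q86I and rrp46-L191H 0.21; the simulations were made with edgeR only.

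**Figure D4:**
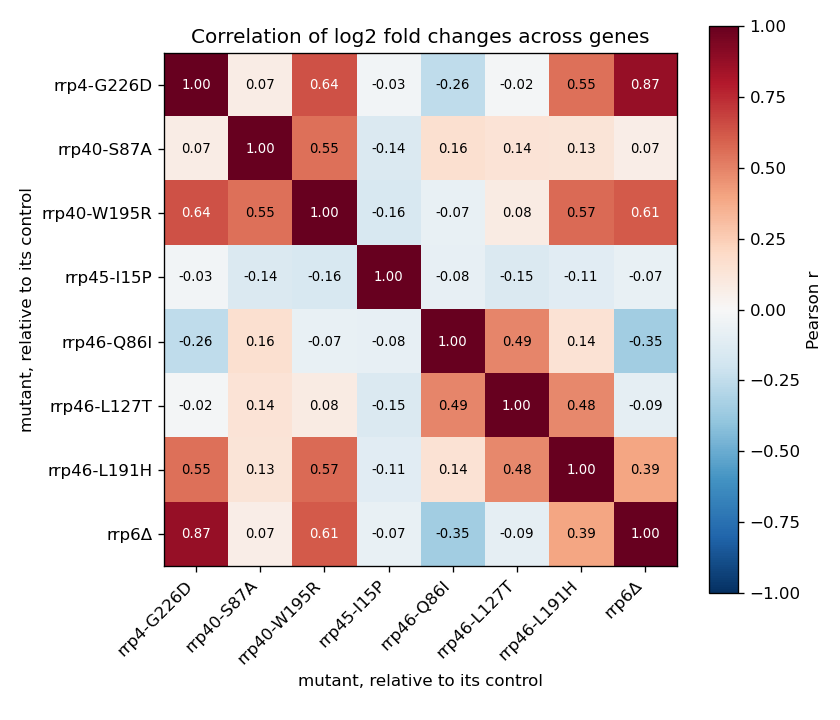
Pearson correlation of log2 fold changes across 7340 features for each pair of mutants. The highest value is 0.87 for rrp4-G226D and rrp6Δ; the pairs of alleles of RRP40 and of RRP46 share control libraries, which alone gave means of 0.427 to 0.524 in simulations.

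A list of 8 transcripts linked to the exosome or to Nrd1 was fixed beforehand. TIS11 and PHO84 were too low to be tested in these files, PHO84 being listed at 0 counts in all 39 libraries. Of the 64 pairs of a transcript and a mutant, those of TIS11 and PHO84 untested, 25 were called over all genes, 13 of them higher, and 32 when adjusted over the list alone, 16 of them higher. By mutant the calls over all genes were 6 each in rrp4-G226D, rrp40-W195R, rrp46-L191H and rrp6Δ, 1 in rrp40-S87A (ADE12, -0.40) and 0 in rrp45-I15P, rrp46-Q86I and rrp46-L127T, where 1, 2 and 2 were called when adjusted over the list alone. NRD1 was higher by 0.69 in rrp4-G226D, 0.39 in rrp40-W195R, 0.72 in rrp46-L191H and 0.68 in rrp6Δ. IMD2 was higher by 1.16 in rrp6Δ, 0.70 in rrp46-L191H, 0.57 in rrp4-G226D and 0.33 in rrp40-W195R, and in rrp4-G226D it was not called without replicate 2 (adjusted p 0.239) or 3 (adjusted p 0.127). IMD3, a close paralog of IMD2, changed by -1.12 in rrp6Δ and -0.67 in rrp4-G226D. The telomerase RNA TLC1 changed by -1.46 in rrp6Δ (322 ± 14 to 117 ± 6.68 CPM) but by 0.52 in rrp46-L191H; its smaller falls in rrp4-G226D (-0.18) and rrp40-W195R (-0.30) reversed to 0.15 and 0.03 with library totals, as did ADE12 in rrp4-G226D (-0.16, to 0.17), which was also not called without replicate 2 (adjusted p 0.0512). ADE12 changed by -1.21 in rrp40-W195R and -1.09 in rrp46-L191H.

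The authors' deposited tables hold 6378 features with an adjusted p under 0.05 for rrp6Δ, 5211 for rrp4-G226D, 4494 for rrp46-L191H, 3871 for rrp40-W195R, 1061 for rrp40-S87A, 1008 for rrp46-L127T, 117 for rrp46-Q86I and 52 for rrp45-I15P. Their fold changes correlated with those of edgeR at 0.997 in rrp6Δ and 0.447 in rrp45-I15P, and their slope on the edgeR values was 0.96 in rrp6Δ, 0.40 in rrp46-L127T, 0.22 in rrp46-Q86I and 0.15 in rrp45-I15P. In 0 features called in both did the directions differ.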

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

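Both kinds of result in this part are differences between groups that were tested as such. The tests on mean expression level and on gene length and GC content among features with a reference entry were chosen or divided only after their results were seen; the others were chosen beforehand.

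Ribosomal protein genes lay higher in each missense mutant than in rrp6Δ, each relative to its own control, by a median log2 difference of 0.595 in rrp4-G226D, 0.603 in rrp40-W195R, 0.803 in rrp46-L191H, 1.05 in rrp40-S87A, 1.19 in rrp45-I15P, 1.32 in rrp46-Q86I and 1.35 in rrp46-L127T. The difference itself was tested by an interaction contrast. These sizes depend on scaling: with library totals they were 0.35, 0.34, 0.37, 0.53, 0.55, 0.66 and 0.72 in the same order, all in the same direction. Lists of genes matched for length left at least 0.417 of the difference in each of the 7 contrasts, and lists matched for GC content left at least 0.488, which argues against either as the whole cause. The set's median lay at least 0.604 above that of all features, which no factor per library can move, so scaling sets the size printed but the tables argue against it as the whole cause. Genes matched for mean expression showed most of the difference in each contrast: their medians were 0.42 in rrp4-G226D, 0.567 in rrp40-W195R, 0.787 in rrp46-L191H, 0.801 in rrp40-S87A, 0.877 in rrp45-I15P, 0.929 in rrp46-Q86I and 0.943 in rrp46-L127T. What remained was at most 0.0365 in rrp40-W195R and rrp46-L191H, where 58 and 328 of 1000 random matched lists reached the set's median, and at least 0.175 in the other 5, where 0 lists did. An effect tied to abundance may therefore account for the difference in the former mutants and for the larger part of it in the latter, where it was not the whole cause. The matched genes left out ribosomal protein genes only, so genes that change with them may be among the matches. Translation factor genes, for example, had medians of -0.91 in rrp6Δ, -0.26 in rrp40-W195R and -0.04 in rrp46-L191H. The matching cannot separate abundance from such a shared change. This test was first made for the 7 contrasts together and was divided after its values were seen. The fall in rrp6Δ enters each of the contrasts, so they are not independent, and the RRP6 family also differs from the RRP4, RRP45 and RRP46 families in mating type and markers. It differs from the RRP40 family in the marker MET17, with group means of 0.04 and 0.09 CPM against 95.3 to 137 CPM. The set also differed between the controls. Relative to the RRP6 control its median log2 fold change was 0.14 in RRP4, 0.58 in RRP40, 0.38 in RRP45 and 0.40 in RRP46. Each contrast subtracts such a difference, but not a response that depends on the background. Strain background and culture stay open, as does a biological difference between the loss of Rrp6 and a missense change, which was not tested apart from them.

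Alleles of the same gene differed in 2911 features between rrp40-W195R and rrp40-S87A, in 4839 between rrp46-L191H and rrp46-Q86I, in 3811 between rrp46-L191H and rrp46-L127T and in 45 between rrp46-L127T and rrp46-Q86I. The difference between the alleles was itself the tested quantity. Thinning the 6 libraries to the smallest total left 2728, 4690, 3658 and 39, which argues against depth. Leaving out the 10 most abundant features gave 2905, 4840, 3800 and 47, but this decides nothing, because TMM factors trim such features in any case; an effect of a few abundant genes stays open. With library totals, which such genes do enter, the counts were 4750, 5150, 4329 and 28. For gene length and GC content the check covers features with a reference entry only, 76.4% to 77.4% of those tested, because the reference gave too few of the tested features both properties; this scope was set after the coverage was seen. Among them, removing each library's trend with both properties gave 2466 calls where 2186 stood before, 4038 in place of 3947, 3336 in place of 3152 and 117 in place of 26. In each of these 4 comparisons 1 of the 10 splits of the 6 libraries gave as many calls, the real one. The largest number in any other split was 0, or 1 for rrp46-L127T and rrp46-Q86I. With 10 splits the share cannot be under 0.1. Other splits mix both groups, so a group difference of any cause adds to their spread and lowers their calls. Their low numbers therefore do not measure the rate of false calls. The count of 45 depended on single libraries and was 585 without replicate 1 of rrp46-L127T and 5 without replicate 3 of rrp46-Q86I. The labels give no batch, so a batch that follows the groups stays open beside an effect of the allele.

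The same count of splits was made for the comparisons of mutants with controls. For each of the 8 mutants against its control 1 of the 10 splits gave as many calls, and the largest number in another split was 1 for rrp45-I15P, beside its real count of 2, and 0 for the rest. These other splits mix mutant and control as well, so their numbers do not measure the rate of false calls either.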

How the results depend on the processing

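Scaling by library totals and the DESeq2 fit of a whole strain family were chosen after seeing the data; the other alternatives were fixed before. Where no cause is named below, the cause was not tested.

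Asking for a 2-fold change lowered each count of changed features by construction, to 685 in rrp4-G226D, 14 in rrp40-S87A, 320 in rrp40-W195R, 0 in rrp45-I15P, 3 in rrp46-Q86I, 14 in rrp46-L127T, 481 in rrp46-L191H and 1898 in rrp6Δ, and between alleles to 2.3e+02 (rounded; rrp40-W195R and rrp40-S87A), 6 (rrp46-L127T and rrp46-Q86I), 511 (rrp46-L191H and rrp46-Q86I) and 325 (rrp46-L191H and rrp46-L127T). Without the size threshold 735 features in rrp45-I15P had an unadjusted p under 0.05. Asking for calls in at least 3 mutants in place of 4 gave 3925 shared features and at least 5 gave 309, again by construction.

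DESeq2 called 50 features in rrp45-I15P, 142 in rrp46-Q86I, 613 in rrp46-L127T and 154 between rrp46-L127T and rrp46-Q86I. The DESeq2 fit of the family called 123 in rrp46-Q86I, 1003 in rrp46-L127T and 290 between them. The fit of all 39 libraries called 0 in rrp45-I15P, 82 in rrp46-Q86I, 1061 in rrp46-L127T and 314 between the latter alleles. Leaving out structural RNA genes gave 1, 61 and 80 in rrp45-I15P, in rrp46-Q86I and between rrp46-L127T and rrp46-Q86I. No filter gave 9 in rrp45-I15P. Library totals gave 5 in rrp45-I15P, 28 between rrp46-L127T and rrp46-Q86I and 4750 between rrp40-W195R and rrp40-S87A, where 1840 of these were among the 2911 of the report.

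The replicate number as a block called 68 features in rrp45-I15P and 124 in rrp46-Q86I. The check did not show pairing in any of the 12 comparisons, although it cannot exclude it, so these values do not replace those of the report.

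Leaving out 1 library at a time gave ranges of 469 to 1016 in rrp40-S87A (lowest without replicate 2 of RRP40), 1 to 31 in rrp45-I15P (highest without its replicate 1), 11 to 73 in rrp46-Q86I (lowest without its replicate 3), 66 to 775 in rrp46-L127T (lowest without replicate 2 of RRP46) and 5 to 585 between rrp46-L127T and rrp46-Q86I (highest without replicate 1 of rrp46-L127T). The counts of rrp4-G226D (5200 to 5388), rrp40-W195R (3254 to 4107), rrp46-L191H (4239 to 4596) and rrp6Δ (6312 to 6513) stayed within 1.5 times. The camera adjusted p of the ribosomal protein set in rrp45-I15P ran from 1.36e-08 to 0.273, and the median correlation between mutants from -0.0069 (without replicate 2, reversed) to 0.052.

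With an estimated correlation between genes the ribosomal protein set lost its call in each mutant: the adjusted p was 0.368 in rrp4-G226D, 0.39 in rrp46-Q86I and rrp46-L191H, 0.4 in rrp40-S87A, rrp40-W195R, rrp46-L127T and rrp6Δ and 0.605 in rrp45-I15P, where fry gave 0.502. Its difference from rrp6Δ had adjusted p-values of 0.0763 in rrp4-G226D, rrp40-S87A, rrp45-I15P, rrp46-Q86I and rrp46-L127T, 0.1 in rrp46-L191H and 0.124 in rrp40-W195R.

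Single genes reversed under library totals were ARG4 (0.16) and MIC60 (0.23) in rrp6Δ, LEU2 (0.087) and TLC1 (0.032) in rrp40-W195R, TLC1 (0.15) and ADE12 (0.17) in rrp4-G226D, and LEU2 in rrp46-Q86I (-0.0018). Reversed on leaving out a replicate number were RRP40 in rrp40-S87A (-0.15 without replicate 3 to 0.037 without replicate 2), RRP45 in rrp45-I15P (-0.21 without replicate 3, but 0.10 without replicate 1 and 0.092 without replicate 2), LEU2 in rrp45-I15P (-0.028 without replicate 3 to 0.27 without replicate 1) and LEU2 in rrp46-Q86I (-0.028 without replicate 1 to 0.12 without replicate 2). Beside these 12 values of named genes, 51 lost their call and 1021 kept both direction and side of the threshold. Among other gene sets 103 values lost their call and 540 did not.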

Other observations

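The tests in this part on plasmid copies, on mislabelled libraries, on an insert next to RRP46 and on features listed at 0 were chosen, or had their criterion changed, only after the result was seen; those on leucine genes, on variation between replicates, on the authors' fold changes and on the control groups were chosen beforehand.

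RRP46 transcript was lower in rrp46-Q86I (86.7 ± 10.6 CPM by library totals) than in its control (506 ± 22.3). Fewer plasmid copies would lower LEU2 on the same plasmid if its transcript followed the copies. Its log2 fold change was 0.04 (0.0378), and the sign of this small value reversed to -0.03 without replicate 1. In rrp4-G226D, however, LEU2 changed by -0.82 while RRP4 on the same plasmid rose by 0.63. LEU2 transcript need not follow plasmid copies, so its value argues only weakly against fewer copies. Libraries of another family would hold no more RRP46 than the highest value outside the family, 56.4 CPM, and the lowest rrp46-Q86I library held 75.1 CPM, which argues against mislabelling from outside the family. SUT288 was also lower in these libraries, at 4.21 CPM against 56.4 CPM in the control, where the other families held 0.454 to 4.12 CPM, and it was singled out after its value was seen. A plasmid insert that differs next to RRP46 may account for both. In its original form the test, set against the 4.12 CPM, excluded this explanation; the rrp46-Q86I libraries ran from 3.53 to 4.93 CPM, and the criterion was relaxed afterwards, so that it stands as undecided. It cannot be told apart from an effect of the allele on the transcript, because plasmid sequences were not used here.

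RRP46 and LEU2 were both higher in rrp46-L191H than in its control, by 0.73 and 0.72. More plasmid copies may account for this: SUT288, which exceeded 4.12 CPM in libraries of the RRP46 family alone, rose as well, by 0.632 on the log2 scale. This explanation went from undecided to supported when the criterion above was relaxed, and stable unannotated transcripts had a median of 0.18 higher in rrp46-L191H in any case, so the support is weak. LEU2 and the gene on its plasmid moved in opposite directions in rrp4-G226D, so LEU2 transcript does not measure plasmid copies by itself. Regulation of leucine and branched-chain genes would raise the others of its pathway, but the median of 6 such genes was -0.621, with 5 of 6 lower, which argues against it.

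Fold changes of rrp46-Q86I ran against those of rrp6Δ (r = -0.35; -0.26 without replicate 1, -0.29 without replicate 3, -0.235 with DESeq2 and -0.23 without the expression filter). The main axis of variation between replicate libraries, with 12.7% of the variance within groups, correlated with the rrp46-Q86I fold changes at 0.0962 in size, only just under the limit of 0.1 set beforehand, which argues weakly against that axis as the whole source; other axes were not examined. The same axis reached 0.133 for rrp6Δ, the other member of the pair, and 0.469 for rrp45-I15P, 0.261 for rrp40-S87A, 0.193 for rrp4-G226D and 0.161 for rrp46-L191H, all above that limit, so variation between cultures may enter those fold changes. A biological reason was not tested.

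The authors' deposited fold changes were smaller than those of edgeR where few features changed. In the 4 tables with a slope under 0.6, at least 94.4% of p-values differed from those that the fold change over its standard error would give, as fold changes shrunken by the authors after the test would produce. This explanation may hold for the other tables too, where the share was lower, down to 27.2% in rrp6Δ.

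Control groups differed from each other, in 2478 features between RRP4 and RRP6 and up to 5256 between RRP46 and RRP6. The RRP4 and RRP46 controls, which share mating type and the lysine marker, differed in 5029 features, which argues against mating type and marker genotype as the whole cause. Plasmid, culture and any batch follow the groups and stay open.

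Of 6007 protein-coding features 255 were listed at 0 in all 39 libraries, HYP2, RPB11, SMX3, MTR3, ATP14 and HTZ1 among them, singled out after their values were seen because yeast expresses them. Reads that fall in overlapping features and are left uncounted may be the source. Among 68 genes that lie at least 95% inside another annotated gene 49 (72.1%) were at 0, against 206 of 5939 others (3.47%), but the share was under the 90% that the test asked for, and the positions of cryptic and stable unannotated transcripts were not used here, so it cannot be told apart from other ways of leaving out reads.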
